A study of Brachypodium distachyon with 11 samples. Its data were reported in "Phytochromes transmit photoperiod information via the evening complex in Brachypodium" (2023).

How the data were processed

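ChIP-seq peak lists from 10 anti-FLAG libraries of Brachypodium seedlings were analysed, 1 list per library, with no pooling of libraries. The series has 11 samples, and the input sample had no peak list analysed here; its labels give conflicting times. According to the study's methods the authors mapped reads with bwa to the Brachypodium reference, removed unmapped, non-primary and duplicate reads, called peaks with MACS2 and kept those with q under 0.01. The submitters' processing notes instead name Trimmomatic, Bowtie2, Picard, deepTools and MACS2, without versions, and an Arabidopsis build, whereas the deposited lists use Brachypodium chromosome names. Use of an input control in peak calling was not given in the sources used here.

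The deposited lists hold, for each peak, the authors' fold enrichment over background (a ratio), the −log10 p and −log10 q that MACS2 gave, the summit, and a score that equals the whole part of 10 times −log10 p in every row. The lowest −log10 p was just above 1 in every library, so the deposited lists were called at p under 0.1, and the study's q filter had not been applied to them. Between 67.2% and 95.5% of the deposited peaks of a library had a q-value of 1. Lists therefore contain many weak peaks, and the threshold sets what counts as bound. Depth per sample was unknown, so a longer list cannot be set against sequencing effort. The authors' fold and p-value were used to describe, rank and filter peaks within a list, and folds given for one site in several lists are not comparable measurements.

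The main threshold was the study's q under 0.01. Peaks were shared when they overlapped by at least 1 bp, and lists were compared by the Jaccard index over base pairs. ELF3 lists were compared with the others by exact permutation over all 120 splits of the libraries into 7 and 3, one-sided. ELF3 libraries from LD and SD were grouped by photoperiod (10 splits) and by time (15 pairings) with the same statistic, also one-sided, and list lengths were compared by an exact two-sided sign-flip permutation over the 3 times. Nothing in the labels says whether the PHYC libraries came from separate plants, so their spread may be technical. Coincidence was also set against 100 placements of the shorter list at random gene ends, with each peak keeping its distance from the end.

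Gene positions came from the RefSeq table of Brachypodium assembly Bd21, for which 65.2% of 26977 summits (−log10 p above 3) lay within 500 bp of a protein-coding gene end, against 18.4%, 21.2% and 19.3% after shifting the genes by 2000, 10000 and 50000 bp. Over 28 blocks the share was at least 40.8%, so the table was used to find neighbouring genes, and only the coordinates of the deposited peaks are printed, counted from 1. A gene was bound when a peak overlapped its body extended by 2 kb, as in the study. The expected number of genes common to 2 independent lists was the product of their sizes divided by 25449 protein-coding genes. Gene groups were compared with 10000 random lists matched on gene length.

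Rules for peaks to be named were fixed before the data were examined: for each pair of lists the 5 with the highest fold enrichment past the threshold in one list and without a deposited peak in the other, and for each target the 5 with the highest fold enrichment. Sites named as strongest away from chromosome ends, or as past the threshold in all 10 libraries, were outside these rules. Genes were assigned by the nearer gene end within 2 kb instead of the gene start, because strand was not used here. The 42 gene identifiers fixed in advance (clock, flowering, B-box, phytochrome and ELF3 interactor genes) had 0 matches in the RefSeq table, so those lists and the check of peaks in the tagged genes themselves were not run. Genes the table names (52 in 6 groups) were listed in their place after the lists were received and before peaks at them were examined. The planned analyses of sequence motifs, organelle-like sequence, promoters, untranslated regions and product-name classes were not run, since no genome sequence or strand was used here.

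Alternatives were the lists as deposited, q under 1e-05, the same number of top peaks (34), 50% reciprocal overlap, summits within 200 bp, genes extended by 1 kb, other uses of the PHYC pair, omission of regions called in all 10 libraries and omission of single libraries. The 1000 strongest peaks and the omission of peaks within 5 kb of a chromosome end were added after seeing the data. The far end of each chromosome was taken as the last base of any deposited peak, not from the assembly length. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data the overlap functions gave 0 errors in 3620 comparisons. The split test called 0 of 20 simulated sets without specific sites and 20 of 20 with them, and the comparison with random lists placed 1 of 20 unchanged and 20 of 20 enriched lists at or above the 95th percentile. The simulated sets had 2000 shared sites, 150 specific sites and lists of similar length. The real lists held 34 to 526 peaks at q under 0.01, so false calls under unequal lengths were not examined. The simulated gene groups were larger than the named groups of 5 to 13 genes, and their genes were more often bound. At q under 0.01 only 0.114% to 2.36% of protein-coding genes were bound per library, so power for small groups was not examined.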

Results

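Chromatin bound by 3 tagged proteins was profiled in Brachypodium distachyon Bd21-3, a wild grass used as a model for temperate cereals, by chromatin immunoprecipitation and sequencing (ChIP-seq) with an anti-FLAG affinity gel. The proteins were ELF3, a component of the evening complex of the circadian clock, PHYC, a phytochrome photoreceptor, and PRR37, a pseudo-response regulator also known as PPD1. Seedlings overexpressing one of them were grown for 2 weeks at 20 °C in long days (LD), short days (SD) or constant light (LL) and harvested at zeitgeber time (ZT, hours after lights on) 0, 4 or 20. With the day lengths of the study's flowering experiments, ZT20 is the end of the light period in LD and in darkness in SD. LD and SD libraries of that time may therefore differ in light state, and LL has no lights-on. The 10 ChIP libraries comprised 7 of ELF3 (LD, SD and LL at ZT0, LD and SD at ZT4, LD and SD at ZT20), 2 of PHYC with the same labels (LD at ZT20) and 1 of PRR37 (LD at ZT4). Apart from the PHYC pair each condition was a single library, so most differences below have no replicate check. One input sample had no peak list analysed here, and no ChIP from untagged plants was analysed here. Read depth was unknown from the peak lists. Fold enrichments are the authors' values for single peaks, and intervals for shares are 95% Wilson intervals that cover counting error only.

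The first question was how many sites each library held. At q under 0.01 the lists had between 34 and 526 peaks, with a median of 279.5. ELF3 gave 322 peaks in LD, 490 in SD and 526 in LL at ZT0, 237 in LD and 217 in SD at ZT4, and 341 in LD and 167 in SD at ZT20. The PHYC libraries gave 461 and 176 peaks and PRR37 gave 34. The deposited lists, called at p under 0.1, were much longer and closer in size, between 12345 and 16458 peaks. The LD list was shorter than the SD list at ZT0 (log2 ratio -0.61) and longer at ZT4 (0.13) and at ZT20 (1.03). The mean log2 ratio was 0.18 ± 0.82 (SD, n = 3 times; exact two-sided sign-flip permutation p = 0.75, where the smallest possible p was 0.25). The PHYC libraries differed 2.62-fold in list length under one set of labels, and LD and SD at most 2.04-fold. This order held only at that threshold: at q under 1e-05 the PHYC pair differed 2.06-fold and LD and SD at ZT20 2.31-fold, and as deposited the PHYC pair differed 1.08-fold and LD and SD at ZT4 1.09-fold. The ELF3 list at LD ZT4 was 6.97 times as long as the PRR37 list.

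**Figure D1:**
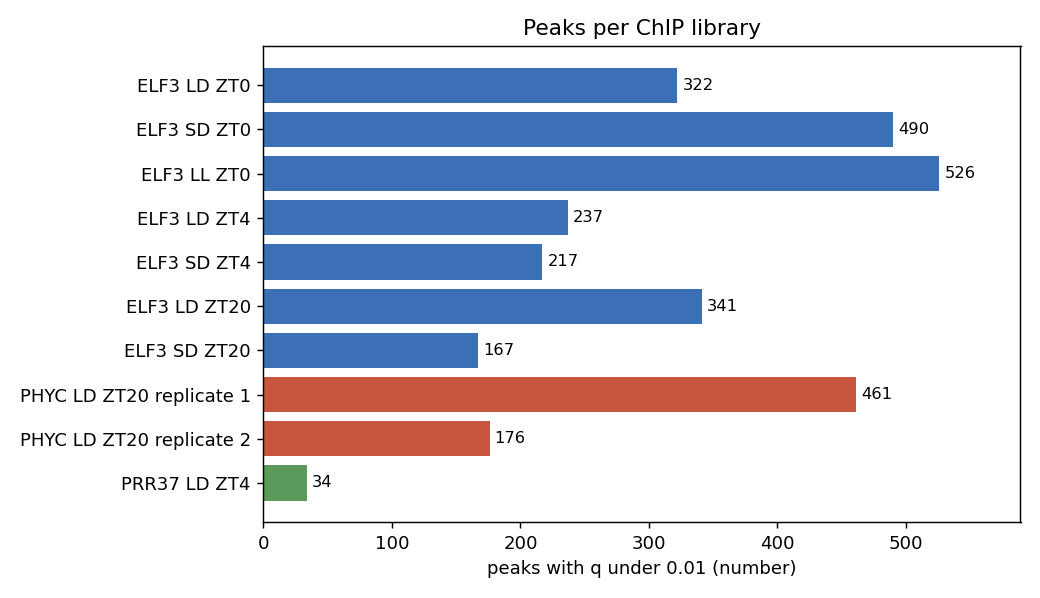
Number of peaks with q under 0.01 (horizontal axis) in each of the 10 ChIP libraries (vertical axis), with ELF3 in blue, PHYC in red and PRR37 in green. The PHYC libraries with the same labels have 461 and 176 peaks, and PRR37 has 34.

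In each of the 10 libraries the peak with the highest fold enrichment lay at the end of chromosome 3 (59639357 to 59640145 over all libraries), at 13.4-fold to 24.3-fold in the ELF3 lists, 18.8-fold and 18.2-fold in the PHYC lists and 12.8-fold in the PRR37 list. The end of chromosome 1 (75070886 to 75071545) came next, with 10.7-fold to 17.6-fold for ELF3, 16.0-fold and 14.3-fold for PHYC and 10.6-fold for PRR37. The first bases of chromosomes 1 and 4 also carried a peak past the threshold in all 10 libraries, and the end of chromosome 2 did in 9. Between 3 and 5 of the 5 strongest peaks of each library lay within 5 kb of a chromosome end. Since far ends were set by the last deposited peak, at least 1 library has a peak at each of them by construction.

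Away from chromosome ends, the sites with a peak past the threshold in all 10 libraries were mostly beside genes. A region on chromosome 3 (53755805 to 53756400), centred outside the protein-coding gene LOC100833891 and less than 500 bp from its end, had an enrichment of 7.72-fold to 10.1-fold for ELF3, 9.47-fold and 8.50-fold for PHYC and 6.91-fold for PRR37. A region on chromosome 1 (3742376 to 3743405) overlapping one end of LOC100837119 had 4.90-fold to 9.47-fold for ELF3, 7.72-fold and 7.0-fold for PHYC and 6.38-fold for PRR37. A further region on chromosome 3 (53434344 to 53435571), overlapping one end of LOC100838704, had 5.22-fold to 8.96-fold for ELF3, 7.63-fold and 5.60-fold for PHYC and 5.31-fold for PRR37. A region on chromosome 1 (50868266 to 50868891) inside the long non-coding RNA gene LOC112269920 had 6.83-fold to 9.09-fold for ELF3, 7.46-fold and 6.77-fold for PHYC and 5.46-fold for PRR37. Differences in fold between lists were not tested. Merging the lists gave 920 regions, of which 26 were past the threshold in all 10 libraries and 339 in 1 library.

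In all 3 targets the summits gathered at gene ends. Within 500 bp of either end of a protein-coding gene lay 64.7% to 75.5% of the summits of each library (median 72.8%), against 17.1% of genome positions. Inside genes and farther than this from an end lay 2.94% to 7.60% of summits against 27.1% of positions, and over 2 kb from a gene lay 11.8% to 26.5% against 40.6%. The PRR37 share at gene ends was 64.7% (47.9% to 78.5%), with an interval that included the shares of all other libraries. Strand was not used here, so gene starts and gene stops were not separated.

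The PHYC pair shows how far lists of unequal length differ under one set of labels. Of the 176 peaks of replicate 2, 149 overlapped a peak of replicate 1 past the same threshold (84.7%, 78.6% to 89.2%), and all 176 overlapped a deposited peak of replicate 1. The deposited lists are so long that 97.1% to 100% of the shorter list past the threshold overlapped the deposited longer one in all 23 pairs of different targets, so such overlap, here and below, separates neither targets nor conditions. The Jaccard index, the shared share of all base pairs covered, was 0.285. Of the 461 peaks of replicate 1, 6 overlapped no deposited peak of replicate 2 (1.30%, 0.598% to 2.81%). The strongest of them was the end of chromosome 2 (59130150 to 59130367, 14.5-fold). The next was at 5551284 to 5551575 on chromosome 2 (4.66-fold), more than 2 kb from any gene.

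The comparison of targets asked whether ELF3 lists resembled each other more than they resembled PHYC and PRR37 lists. The mean Jaccard index was 0.322 among ELF3 libraries and 0.230 between ELF3 and other libraries, a difference of 0.0918 that 5 of the 120 splits into 7 and 3 libraries reached (exact one-sided permutation p = 0.0417). Against PHYC alone the mean index was 0.288, a difference of 0.0339 (exact one-sided permutation p = 0.139); it was 0.0476 as deposited (exact permutation p = 0.0833) and 0.0505 with the 1000 strongest peaks (exact permutation p = 0.0278, the smallest possible), a setting chosen after the data were seen. The difference from all others depended on list length. With the 34 strongest peaks of each library it was 0.0348 (0.444 against 0.409, exact one-sided permutation p = 0.1), and the highest index of any pair was then between ELF3 LD ZT20 and PHYC replicate 1. With the 1000 strongest peaks it was 0.0559 (0.386 against 0.330, exact one-sided permutation p = 0.00833, the smallest possible). Leaving out PRR37, PHYC replicate 2 or ELF3 in LD at ZT0, ZT4 or ZT20 raised the p above 0.05, to 0.139, 0.139, 0.0714, 0.0595 and 0.0714 (exact permutation). The difference itself fell to 0.0339 without PRR37 and was 0.0983, 0.0822, 0.0885 and 0.0846 without the others, from 36 or 84 splits.

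**Figure D2:**
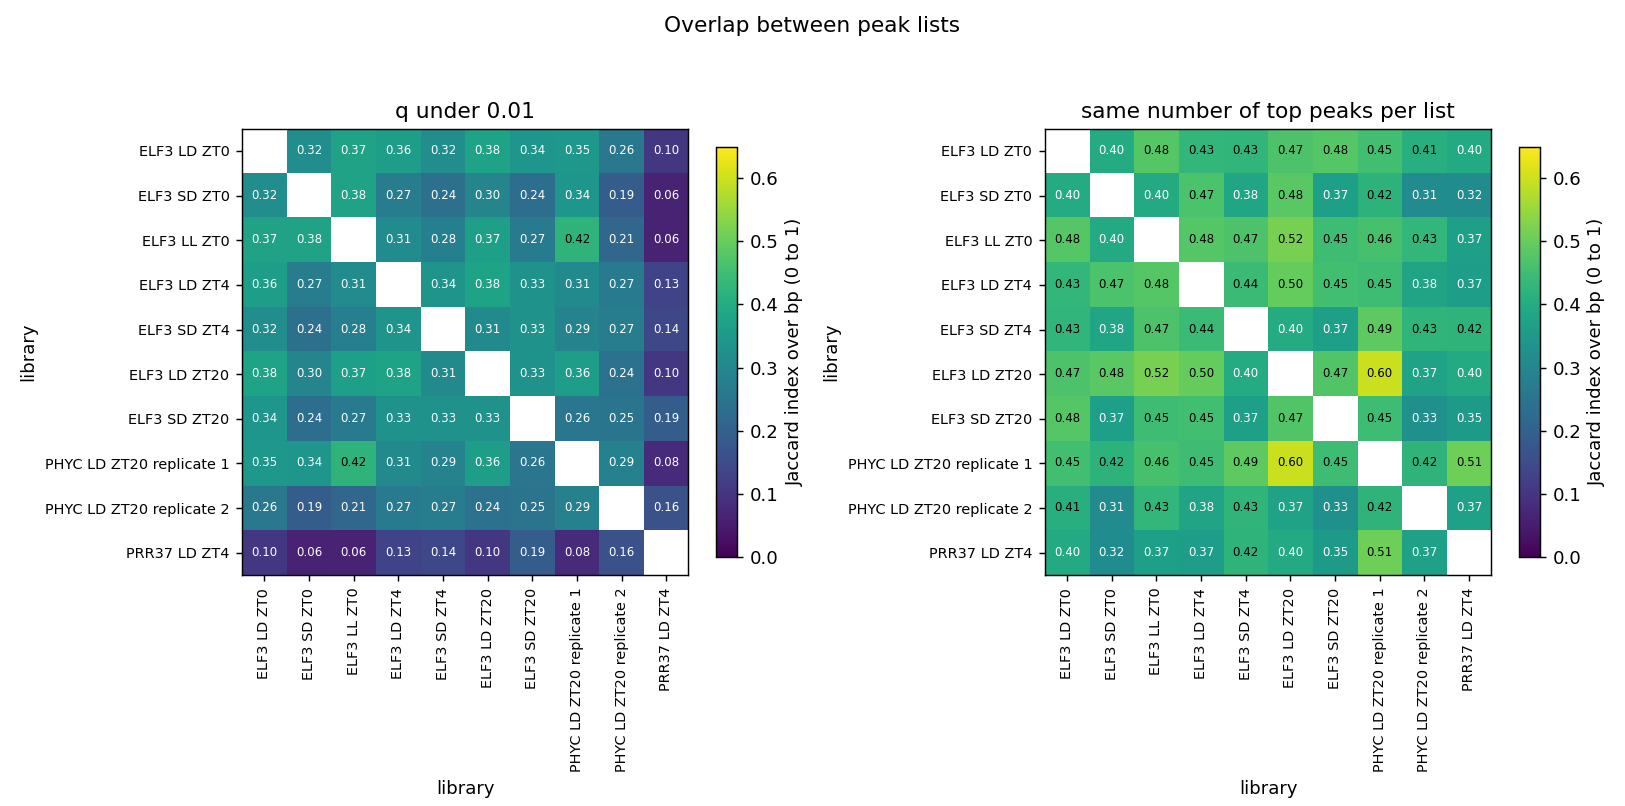
Jaccard index over base pairs (colour and number, from 0 to 1) for each pair of the 10 libraries (both axes), for peaks with q under 0.01 on the left and for the 34 strongest peaks of each library on the right. The PRR37 row is low on the left, where its list is shortest, and the mean index is 0.444 among ELF3 lists and 0.409 between ELF3 and other lists on the right.

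Coincidence of ELF3 and PHYC sites was examined at LD ZT20, where both proteins were profiled. Of the 341 ELF3 peaks, 231 overlapped a peak of PHYC replicate 1 (67.7%, 62.6% to 72.5%), and 111 of the 176 peaks of PHYC replicate 2 overlapped an ELF3 peak (63.1%, 55.7% to 69.8%). No ELF3 peak lacked a deposited peak in PHYC replicate 1, and 4 lacked one in replicate 2. The strongest of these 4 was the end of chromosome 2 (59130158 to 59130366, 12.6-fold), followed by peaks outside LOC100821640 (chromosome 4, 37297819 to 37298338, 4.61-fold) and LOC104583219 (chromosome 2, 34257973 to 34258184, 4.51-fold) and inside LOC100830980 (chromosome 1, 6319289 to 6319603, 4.17-fold). In the other direction 3 of the 461 peaks of PHYC replicate 1 lacked a deposited ELF3 peak, the strongest outside LOC100834132 (chromosome 4, 38037925 to 38038195, 4.47-fold). The peak of PHYC replicate 2 that lacked one was outside LOC100825213 (chromosome 3, 16187404 to 16187694, 2.63-fold), a site listed in 4 libraries and past the threshold in 3, among them PHYC replicate 1 and ELF3 in LL at ZT0.

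At the gene level, ELF3 at LD ZT20 bound 375 of 25449 protein-coding genes, counting a gene as bound when a peak overlapped its body extended by 2 kb. PHYC bound 521 and 187. The genes bound by both numbered 260 with PHYC replicate 1 and 112 with replicate 2, against 7.68 and 2.76 for independent lists, and their mean was 186 ± 105 (SD, n = 2). Placing the shorter list at random gene ends gave means of 10.5 and 3.89 genes, with 20 and 14 as the highest. As deposited the genes bound by both numbered 8252 and 7371, which was 1.76 and 1.73 times the number for independent lists. Random gene ends then gave means of 5926 and 5623. At q under 0.01, ELF3 at SD ZT20 shared 153 and 78 genes with the PHYC libraries. The PHYC libraries shared 167 genes with each other, so ELF3 at LD ZT20 had more genes in common with PHYC replicate 1 than PHYC replicate 2 did, from a longer list.

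PRR37 was compared with ELF3 at LD ZT4. Of its 34 peaks, 30 overlapped an ELF3 peak past the threshold (88.2%, 73.4% to 95.3%) and all 34 a deposited ELF3 peak. With PHYC replicate 1 at LD ZT20, 33 of the 34 were shared past the threshold (97.1%), so the overlap was not particular to ELF3. Across libraries, 26 regions were past the threshold in all 10. PRR37 bound 29 genes and shared 28 of them with the 266 genes of ELF3, against 0.303 for independent lists and at most 4 for random gene ends. All 29 were also bound in PHYC replicate 1. As deposited PRR37 and ELF3 shared 7270 genes, 1.67 times the number for independent lists, and random gene ends gave a mean of 5840. The strongest PRR37 peaks away from chromosome ends were those at or beside an end of LOC100833891 (6.91-fold), LOC100828969 (chromosome 1, 20009618 to 20010324, 6.41-fold) and LOC100837119 (6.38-fold), and all 3 sites were past the threshold in every library. ELF3 at LD ZT4 had 3 peaks without a deposited PRR37 peak. The strongest was at 26765604 to 26765959 on chromosome 4 (10.6-fold), more than 2 kb from any gene, and the next lay inside LOC106866719 (chromosome 4, 33613139 to 33613433, 4.97-fold).

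The photoperiod comparison asked whether ELF3 occupied different sites in LD and SD. At ZT0, 215 of the 322 LD peaks overlapped an SD peak (66.8%, 61.5% to 71.7%). At ZT4, 127 of the 217 SD peaks overlapped an LD peak (58.5%, 51.9% to 64.9%). At ZT20, 133 of the 167 SD peaks did (79.6%, 72.9% to 85.0%). Such shares depend on list length, and the PHYC pair had 84.7%. With the 34 strongest peaks of each library the PHYC pair shared 64.7%. LD and SD then shared 64.7% at ZT0, 64.7% at ZT4 and 67.6% at ZT20. With the 1000 strongest, the PHYC pair shared 60.3% and LD and SD 57.8%, 58.4% and 63.6%. The lower LD and SD shares at q under 0.01 were therefore no sign of a difference beyond that of the PHYC pair. A few peaks past the threshold had no deposited peak in the other photoperiod, a count too near its floor to show whether sites differed. At ZT0, 2 LD peaks had no SD counterpart, outside LOC100834132 (chromosome 4, 38037933 to 38038150, 4.38-fold) and LOC100844393 (chromosome 3, 41833089 to 41833400, 4.14-fold), and 4 SD peaks had no LD counterpart, led by the site at 26765584 to 26765958 on chromosome 4 (11.7-fold) and by LOC106866719 (5.95-fold). At ZT4 the specific LD peaks were these same 2 sites of chromosome 4 (10.6-fold and 4.97-fold), with none specific to SD. At ZT20 they were at one end of LOC100828473 (chromosome 1, 41532946 to 41533212, 3.83-fold) and inside LOC100821881 (chromosome 5, 26518360 to 26518565, 2.75-fold), again with none specific to SD. These ZT20 sites had deposited peaks in 8 and 6 libraries, and the 2 LD sites at ZT0 in 7 and 8. They were therefore specific only to the pair of lists compared.

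ELF3 in LL at ZT0 shared 250 of the 322 LD peaks (77.6%, 72.8% to 81.8%) and 304 of the 490 SD peaks (62.0%, 57.7% to 66.2%), and the LL list was longer than both. No LD peak and 5 SD peaks lacked a deposited LL peak. The strongest of the 5 were the same chromosome 4 sites as above.

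Grouping of the 6 ELF3 libraries from LD and SD by photoperiod was weak. The mean Jaccard index was 0.321 within a photoperiod and 0.317 between photoperiods (exact one-sided permutation p = 0.400, smallest possible 0.1), and it was 0.328 within a time and 0.316 between times (exact one-sided permutation p = 0.200, smallest possible 0.0667). Regions past the threshold in all 3 LD libraries and in no SD library numbered 9, and 1 region had the opposite pattern. LL at ZT0 had a peak past the threshold in 7 of the 9 and in the 1. Of the same 9 LD regions, PHYC replicate 1 had such a peak in 6, PHYC replicate 2 in 1 and PRR37 in 0. Both PHYC libraries and PRR37 had deposited peaks at all 9, so these counts depend on the threshold and the list lengths. Chosen after their values were seen, the LD regions included one overlapping an end of LOC100832005 (chromosome 5, 26876704 to 26877215, 3.91-fold to 5.93-fold over the ELF3 lists) and one overlapping the microRNA gene MIR5055 (chromosome 3, 13990198 to 13990469, 2.83-fold to 4.77-fold), and the SD region overlapped an end of LOC100825148 (chromosome 4, 30343389 to 30344053, 4.15-fold to 5.05-fold). The shortest peak of each list, which follows the fragment length the peak caller used, was 192 to 202 bp in the SD libraries and 179 to 184 bp in the LD libraries of ELF3, so this technical property was split the same way as photoperiod. It was 184 bp in the LL library, so a likeness of LL to the LD lists cannot be told apart from this property.

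Groups of genes were then compared with random gene lists matched on length. The random genes came from outside the group but within its length range, so classes of short RNA genes could serve as controls for each other. Of the 528 transfer RNA genes, a class often recovered in ChIP, 0 to 3 were bound per library against medians of 1 to 8 in random lists. Small nucleolar RNA genes, which guide the modification of ribosomal RNA, were at or above the 95th percentile of random lists in 7 of the 10 libraries, with 0 to 9 of 299 bound, but in 3 libraries when genes were extended by 1 kb. As deposited they were so in all 10 libraries. Between 110 and 149 of them (36.8% to 49.8%) were then bound, against medians of 64 to 81 in random lists matched on length. The share of protein-coding genes was 37.4% to 49.1%, but these were not matched on length. MicroRNA genes were at or above the 95th percentile in 6 libraries, with 0 to 8 of 310 bound. They were so in none of the lists as deposited (where 4 libraries were at or below the 5th percentile), at q under 1e-05 or with the 34 top peaks. Small nuclear RNA genes (0 to 2 of 86) were at or above it in no library, but in 9 of the lists as deposited (26 to 41 bound), and none of the 153 ribosomal RNA genes was bound. Long non-coding RNA genes were at or below the 5th percentile in 7 libraries and pseudogenes in 9, and both were in all 10 as deposited. They were so in 0 and 2 libraries at q under 1e-05 and in 1 and 0 with the 34 top peaks. Neighbouring members can share a peak, so members are not independent, and these percentiles describe the libraries.

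Among genes named in the RefSeq table, few had a peak past the threshold. Of 8 MADS-box genes, a family that includes regulators of flowering, LOC100839211 (AGL11) was bound in 1 ELF3 library (3.79-fold). VRT-2, a MADS-box gene of the SVP type, had a deposited peak in all 10 libraries and none past the threshold. LOC100845222 (AP1, FUL2a) had a deposited peak in 2 ELF3 libraries. None of the 5 CBF cold-response genes, 10 MAP kinase cascade genes, 13 abscisic acid signalling genes or 8 secondary wall NAC genes was bound past the threshold in any library, and the random lists matched on length had a median of 0 for each of these groups too. As deposited, the CBF, abscisic acid and NAC genes were at or above the 95th percentile of random lists in 7, 7 and 3 libraries and the MAP kinase genes in 0, against 4 for the housekeeping genes and 0 for the MADS-box genes. With genes extended by 1 kb the same deposited lists gave 2, 7, 6, 0, 2 and 2 libraries in that order. Of the 36 CBF, MAP kinase, abscisic acid and NAC genes 9 had a deposited peak in all 10 (25.0%, against 16.4% of all protein-coding genes), among them CBF7, MPK6, SWN5 and LOC100836269 (ABF2). The share was higher, at 3 of 8 (37.5%), both for the housekeeping genes and for the MADS-box genes. In a single deposited list 37.4% to 49.1% of protein-coding genes had a peak. Of 8 housekeeping genes, the ubiquitin gene LOC100832168 (UBQ4) was bound in 3 ELF3 libraries (up to 4.74-fold).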

Values the study reported

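The study reported 8140 significant ELF3 peaks at ZT20. It found 2475 genes with higher expression in the elf3-1 mutant in at least 2 time points, of which 671 were also bound by ELF3.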

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

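The length of the ELF3 list changed in opposite directions between LD and SD at different times: the log2 ratio of LD to SD was -0.61 at ZT0 and 1.03 at ZT20. Each value rests on 1 library per condition, and the difference between the times was not tested. In the deposited lists the ratios were 0.07 and -0.01.

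Peaks on sequences other than the 5 chromosomes were not used for genes. They occurred in 7 of the 10 libraries, 1 per library, and none was past the threshold.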

How the results depend on the processing

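The 1000 strongest peaks and the omission of chromosome ends were chosen after seeing the data. Of 97 alternatives to the results that answer a comparison, 51 left the value, or its direction and side of the threshold, as reported and 46 did not; the cause of these shifts was not tested, except that lists of other lengths give other counts by construction. As deposited, the median list had 14382 peaks, the PHYC pair shared 60.8%, LD and SD shared 59.2% at ZT0 and 64.99% at ZT20, LD-specific, SD-specific and ELF3-specific regions numbered 315, 166 and 116, ELF3 shared 7811.5 genes on average with PHYC and 7270 with PRR37 (1.74 and 1.67 times the number for independent lists, against 37.3 and 92.4 times at q under 0.01), and 51.0% of summits lay at gene ends. At q under 1e-05 the same values were a median of 30.5 peaks, LD and SD sharing 83.7% at ZT0 and 100% at ZT20, 0, 0 and 0 regions, 18 and 4 genes, and 65.9% of summits, and the difference in Jaccard index between targets was 0.0357 (exact permutation p = 0.167). With the 34 top peaks the PHYC pair shared 64.7%, and LD and SD shared 64.7% at ZT0, 64.7% at ZT4 and 67.6% at ZT20. The regions were then 0, 0 and 0, the shared genes 18.5 and 14 and the summits at gene ends 66.2%. The difference between targets was then 0.0348 (exact permutation p = 0.1). With the 1000 strongest peaks the PHYC pair shared 60.3%, and LD and SD shared 57.8% at ZT0, 58.4% at ZT4 and 63.6% at ZT20. The regions were then 19, 9 and 5. Without regions called in all 10 libraries the difference between targets was 0.112 (exact permutation p = 0.050). Leaving out 1 library at a time gave 0.0339 to 0.143. The difference by photoperiod among ELF3 lists changed sign at q under 1e-05 (-0.00522), with the 34 top peaks (-0.0287) and with 50% reciprocal overlap (-0.00169), and was 0.0109 as deposited, the highest of the 10 splits (exact permutation p = 0.1, the smallest possible). Counting genes bound in both PHYC libraries gave 109 genes shared with ELF3, and leaving out 1 PHYC library gave 112 to 260. Libraries were paired by time for list lengths, and replicate numbers, given in accession order, link no samples. Promoter-only genes, motif settings and the omission of organelle-like peaks were not run. Read depth was unknown, so an absent peak cannot be told from one below detection.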

Other observations

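The tests of dependence on the tagged protein and of regions limited to ELF3, and the comparison of all pairs of lists for depth, were chosen after related results were seen. A site on chromosome 4 (26765584 to 26765958 in ELF3 SD ZT0, 11.7-fold, and 26765604 to 26765959 in ELF3 LD ZT4, 10.6-fold) was among the strongest away from chromosome ends in these libraries and had no deposited peak in the other 8. The site inside LOC106866719 on chromosome 4 (33613118 to 33613449, 5.95-fold in SD ZT0, and 4.97-fold in LD ZT4) was listed in the same libraries only. These libraries share neither photoperiod nor time.

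At q under 0.01, 2 regions were past the threshold in all 7 ELF3 libraries and in no other library. They overlapped an end of LOC100833619 (chromosome 1, 66664242 to 66664854) and LOC100836217 (chromosome 1, 10022572 to 10023115), chosen after their values were seen. PHYC and PRR37 also had deposited peaks at these places. Of the 120 splits of the libraries into 7 and 3, 100 were examined, the real split and others drawn at random. Counts of splits here include the real one. Of the 100 splits, 7 gave as many such regions, with 7 as the highest other count, so chance was not excluded. In the deposited lists 116 regions had this pattern, 1 of 100 splits reached that number and the highest other was 83. With the 1000 strongest peaks 5 regions had it and 3 of 100 splits gave as many, and at the other thresholds (q under 1e-05 and the 34 top peaks) no region did. The deposited lists therefore gave the clearest separation among 5 settings, from peaks of which most had a q-value of 1. The PHYC and PRR37 lists were also the shortest deposited lists (13351, 12345 and 12933 peaks, against at least 13666 for ELF3). List length alone favours this pattern, so the separation cannot be read as a result of the protein.

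Regions limited to 1 photoperiod in all ELF3 libraries from LD and SD numbered 10 at q under 0.01. Of the 10 splits of the 6 libraries, 5 gave as many, and the highest other count was 18; the splits are too few for a share under 0.05. In the deposited lists the count was 481 and the highest other 416, and with the 1000 strongest peaks it was 28 and 38.

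The overlap of ELF3, PHYC and PRR37 lists had several candidate explanations. Gene ends alone were argued against, since the shared percentage was at least 16.5 times the highest of 100 random placements at gene ends in every pair of targets at q under 0.01. In the deposited lists (20 placements) it was 7.57 to 8.82 times the highest, and without chromosome ends at least 14 times. Chromosome ends were also argued against, since without them at least 62.0% of the shorter list was still shared between ELF3 LD ZT20 and a PHYC library. Signal that does not depend on the tagged protein stays open. Its prediction, written after related results were seen, was that ELF3 lists of equal length are no closer to each other than to PHYC lists. The test set them against PHYC and PRR37 lists together. With 34 peaks per list, ELF3 lists were closer to each other than to the others by 0.0348, a small part of their mean index of 0.444 (exact permutation p = 0.1), which met the prediction. With 1000 peaks per list the difference was 0.0559, with a mean index of 0.386 (exact permutation p = 0.00833), which did not meet it. Part of the overlap may thus be common to all anti-FLAG libraries and part may follow the protein. Binding of the same sites by all 3 proteins stays open and was not tested, since no ChIP from untagged plants was analysed here.

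The difference in list length may reflect one ranking of sites reached to different depths. Of the shorter PHYC list, 100% of peaks (97.9% to 100%) were in the deposited list of the longer one, but so were 97.1% to 100% of the shorter list in all 23 pairs of different targets, so this measure decides nothing. In the other direction, 6 peaks of PHYC replicate 1, one of them 14.5-fold at the end of chromosome 2, had no deposited peak in replicate 2. Among the deposited peaks of ELF3 LD ZT20, 96.9% of the 1434 strongest and 31.8% of the 1435 weakest overlapped a peak of PHYC replicate 1, and 97.5% and 37.6% overlapped a peak of ELF3 SD ZT20. A biological difference between PRR37 and the other proteins stays open and was not tested.

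ELF3 peaks at ZT20 with q under 0.01 numbered 341 in LD and 167 in SD. Both are lower than the number quoted from the study above. The deposited lists, called at p under 0.1, held 14346 and 14418 peaks. The quoted number comes with no photoperiod, and whether it was made from the same peak call is not known.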
